A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Plastid and cytoplasmic origins of 1O2-mediated transcriptomic responses" (2022).

How the data were processed

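RNA of whole 2-week-old *flu* seedlings was profiled in 6 libraries, 3 from seedlings held 0 h and 3 from seedlings held 4 h in darkness before 30 min of light. Groups and replicate numbers were taken from the sample titles. Total RNA was extracted with Trizol, libraries were made by bulk MARS-seq, which captures transcript 3′ ends, and they were sequenced on an Illumina NextSeq. The submitters' processing notes name bcl2fastq 2.17.1.14, cutadapt 1.8.3, STAR, HTSeq, DESeq and DESeq2. Per the methods of the study, reads were trimmed, mapped to an Araport reference of the Arabidopsis genome and counted per gene.

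The authors deposited whole-number raw counts of reads per gene in a table whose name states that no filter on unique molecular identifiers was applied, so the counts are reads and may include amplification copies. The deposited table also gives a signal of counts divided by 1 size factor per library, and regularised log2 values. Of the 11167 genes listed, 545 did not reach 5 reads in any of the 6 libraries and 35 had no read in them, so the authors' filter was not applied to these 6 libraries alone. The deposited size factors (1.04, 1.23, 0.935, 1.41, 0.706 and 0.648, in the order 0 h then 4 h) differed from those recomputed on these libraries. Only the raw counts entered the tests, and the deposited size factors served as an alternative scaling. Regularised log2 values, as the authors deposited them, were not tested.

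Symbols and positions came from a RefSeq gene table of the TAIR10.1 assembly, in which 11108 of the identifiers matched. The other 59 were organelle genes, given by identifier. Counts do not separate near-identical gene copies.

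Genes with at least 5 reads in at least 1 library were kept, the filter the study states, leaving 10622. Counts were scaled by trimmed mean of M-values (TMM) and tested by edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method at 0.05 over all genes tested. The common dispersion was 0.0272 and the prior degrees of freedom 22.1. CPM (counts scaled to a common library size) use TMM-scaled library sizes. Intervals are 95% intervals from the fit. A gene with 1 to 3 reads in a group is given as a ratio of scaled counts. Its exact (Clopper-Pearson) 95% interval covers counting error only and would be too narrow where reads are amplification copies. List medians were the same when such members were set to their ratio against 3 reads over the group.

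Lists of genes were fixed before the data were examined, as were the tests, the alternatives to be tried and the rule for naming genes. A list member whose identifier carries another symbol in the reference table was dropped, which removed 8 of the members listed. Lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 30 lists, with camera at an estimated correlation and fry beside it. Fry tests whether the members move on balance in 1 direction and does not compare them with other genes. Named are the 12 genes with the largest rise and the 12 with the largest fall among genes past the test with a mean of at least 20 reads in the higher group and no overlap between groups, the RT-qPCR marker genes of the study, up to 4 members of each list by smallest p, FLU, EX1 and EX2. Genes outside the rule are said to be named after their values were seen.

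Replicates were compared by a chi-square test over genes. The statistic per degree of freedom lay between 3.17 and 6.20, so no pair agreed within sampling noise, and the Pearson correlation across genes of log2 CPM lay between 0.951 and 0.963. Counts were simulated in a single run at the means and depths of these libraries, with 10622 genes. There edgeR recovered 17.9% of 67 genes changed 1.5-fold, 43.3% of 67 changed 2-fold and 86.4% of 66 changed 4-fold. Of 103 calls on these counts, 5 were false, and there were 0 calls by edgeR, DESeq2 or limma-voom where no change was simulated.

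The alternatives chosen with them were DESeq2 1.42.0, other scalings (relative log expression, upper quartile, library size only), filterByExpr or no filter, limma-voom, the replicate number as a block, leaving out each library, thinning all libraries to the smallest, leaving out organelle genes, a test against 2-fold (glmTreat), and other settings of the list test. Added after seeing the data were the deposited size factors, a filter of at least 5 reads in at least 3 libraries, keeping the dropped list members, and a list of low-oxygen genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.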

Results

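Gene expression was profiled in whole seedlings of the Arabidopsis thaliana *flu* 1-1 mutant, 2 weeks old and in the Columbia background. The FLU protein holds back the synthesis of δ-aminolevulinic acid, the first committed precursor of chlorophyll and haem. Seedlings without this control accumulate protochlorophyllide in darkness, and this pigment produces singlet oxygen when light returns. The seedlings were held in water in darkness for 0 h or 4 h, followed by 30 min of light at 30 µE. The labels give growth in continuous light, whereas the methods of the study give a cycle of light and dark. Its data list also assigns this series to a cycloheximide treatment, whereas the titles, labels and table name say *flu*, and the labels were followed here. Each group comprised 3 libraries, prepared by bulk MARS-seq, which sequences the 3′ ends of transcripts. A treatment field in the labels words the 0 h and 4 h as exposure to light. The protocol and the design text, which give darkness followed by light, were followed here, and that the 0 h seedlings also received the 30 min of light rests on their wording alone.

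The libraries of the 0 h group held 1573130, 1924910 and 1487666 reads assigned to genes, and those of the 4 h group 2185464, 1147712 and 1012425. A floor of 3 reads corresponded to between 1.37 and 2.97 CPM, the read count scaled to a common library size, and covers counting error only. The table listed 11167 genes, of which 10622 had at least 5 reads in at least 1 library and were tested. Both groups were mutant, so the comparison is between lengths of darkness and not between genotypes. No group was held 4 h in the light, so darkness, time spent in water and any difference in time of day cannot be told apart. The labels do not say that replicates came from separate cultures, although the methods of the study for RNA extraction describe biological replicates that each pooled whole seedlings, and the p-values measure the spread between these samples. All fold changes are 4 h over 0 h, with n = 3 per group and standard errors (SE) from the fitted model.

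*FLU* (AT3G14110), the mutated gene, lies on chromosome 3 from 4676118 to 4677689 on the minus strand of the TAIR10.1 assembly and has 4 exons. Its transcript was found at 172, 110 and 136 CPM in the 0 h libraries and at 154, 215 and 191 CPM in the 4 h libraries. The log2 fold change was 0.41 (SE 0.18, edgeR adjusted p = 0.124). Because 3′ tags do not report the mutant lesion, this level checks nothing about the genotype. EX2 (AT1G27510), a chloroplast protein of the executor pathway of singlet oxygen signalling, gave a log2 fold change of 0.43 (SE 0.18, edgeR adjusted p = 0.0974). EX1 was not analysed here.

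The comparison asked which transcripts differ when *flu* seedlings reach the light after 4 h of darkness rather than directly. Lists of stress-related ERF and WRKY transcription factors and of heat shock genes were higher after 4 h of darkness, and lists for chlorophyll synthesis, light-harvesting proteins, carbon fixation and glucosinolate synthesis were lower, in camera with a preset correlation. With an estimated correlation none of these lists was called, at camera adjusted p = 0.263 to 0.369. The alcohol dehydrogenase gene ADH1 (AT1G77120) went from 18.6 ± 8.97 CPM to 367 ± 211 CPM (mean ± SD, n = 3), a 19.3-fold rise. The light-dependent protochlorophyllide oxidoreductase gene POR C (AT1G03630) fell from 89.7 ± 14.3 CPM to 15.4 ± 4.05 CPM, a 6.07-fold fall. None of the measured RT-qPCR marker genes of singlet oxygen passed the test over all genes in either direction.

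In numbers, 1758 of the 10622 genes tested (16.6%) differed at an edgeR adjusted p under 0.05, with 889 higher and 869 lower after 4 h of darkness. Of these, 807 had an estimated change of at least 2-fold, 288 higher and 519 lower. The excess of lower genes was not kept when the change was tested against 2-fold itself, where glmTreat called 106 genes, 58 higher and 48 lower. It was kept in the other alternatives at an estimated 2-fold change, and was smallest in DESeq2, with 249 higher and 306 lower. At an unadjusted p under 0.05 with at least 2-fold change 1221 genes passed, 375 higher and 846 lower. The methods of the study adjust p-values of sequencing data by the Benjamini-Hochberg procedure and name a fold change and a p-value threshold, without saying whether that threshold is on the adjusted p. The libraries of the groups did not overlap for 1657 of the 1758 genes. Over all genes tested the share without overlap was 32.3%, against 10% given by chance for 3 against 3.

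Among genes with at least 20 reads on average in the higher group and no overlap between groups, the largest increases were headed by ADH1 and by FTM1 (AT1G43800), a stearoyl-acyl carrier protein desaturase, at log2 4.21 (SE 0.45, edgeR adjusted p = 1.56e-07). HB1 (AT2G16060), a non-symbiotic haemoglobin, rose by log2 3.68 (SE 0.32, edgeR adjusted p = 4.74e-09). ELIP2 (AT4G14690), an early light-induced chloroplast protein, rose by 3.09 (SE 0.40, edgeR adjusted p = 4.3e-06). The ethylene response factor ERF6 (AT4G17490) rose by 2.99 (SE 0.19, edgeR adjusted p = 5.85e-11). The other 8 of the 12 largest increases were ADH1, AT4G33560, AT4G24110, AT4G27280, AT5G39890, AT1G59860, AT3G50800 and AT1G15330, at log2 fold changes between 2.64 and 4.27. In the 4 h group ADH1 was measured at 473, 504 and 124 CPM and HB1 at 794, 829 and 211 CPM, the lowest values coming from replicate 3. Without flu_0h replicate 2 the log2 fold change of FTM1 moved to 5.66 and that of AT4G33560 from 3.38 to 4.24, and without flu_0h replicate 3 that of AT5G39890 moved from 2.86 to 3.58. Replicate 3 of the 4 h group also stood apart on the second principal component, at 40.1 against -28.8 and -15.0 for the others of its group.

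Under the same limits on reads and overlap, the largest decrease was that of the peroxidase gene PER4 (AT1G14540). It had 86 reads over the 0 h libraries and 2 over the 4 h libraries, a ratio of 36.8 with a 95% counting interval of 9.89 to 309. FBA5 (AT4G26530), a fructose-bisphosphate aldolase, fell by 2.94 on the log2 scale (SE 0.22, edgeR adjusted p = 3.44e-10). The germin-like gene GER3 (AT5G20630) fell by 3.29 (SE 0.35, edgeR adjusted p = 1.57e-07), and PCC1 (AT3G22231), a pathogen- and clock-responsive gene, fell by 3.33 (SE 0.40, edgeR adjusted p = 1.2e-06). BGL2 (AT3G57260), a pathogenesis-related glucanase, fell by 3.20. The remaining 7 were AT2G23270, AT1G06090, AT5G14700, AT1G70820, 4CL5, PCR1 and AT1G62780, at log2 fold changes between -4.35 and -2.71. Without flu_0h replicate 2, AT1G06090 moved from -3.71 to -2.11 and lost its call (edgeR adjusted p = 0.166, range over the alternatives 5.46e-06 to 0.166). Without flu_0h replicate 3, PCR1 moved from -2.73 to -1.74 and GER3 to -2.64. Without flu_4h replicate 3, PCR1 moved to -3.31 and AT5G14700 from -3.27 to -4.17. BGL2 moved to -2.43 without flu_4h replicate 1 and to -4.61 without flu_4h replicate 2.

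**Figure D1:**
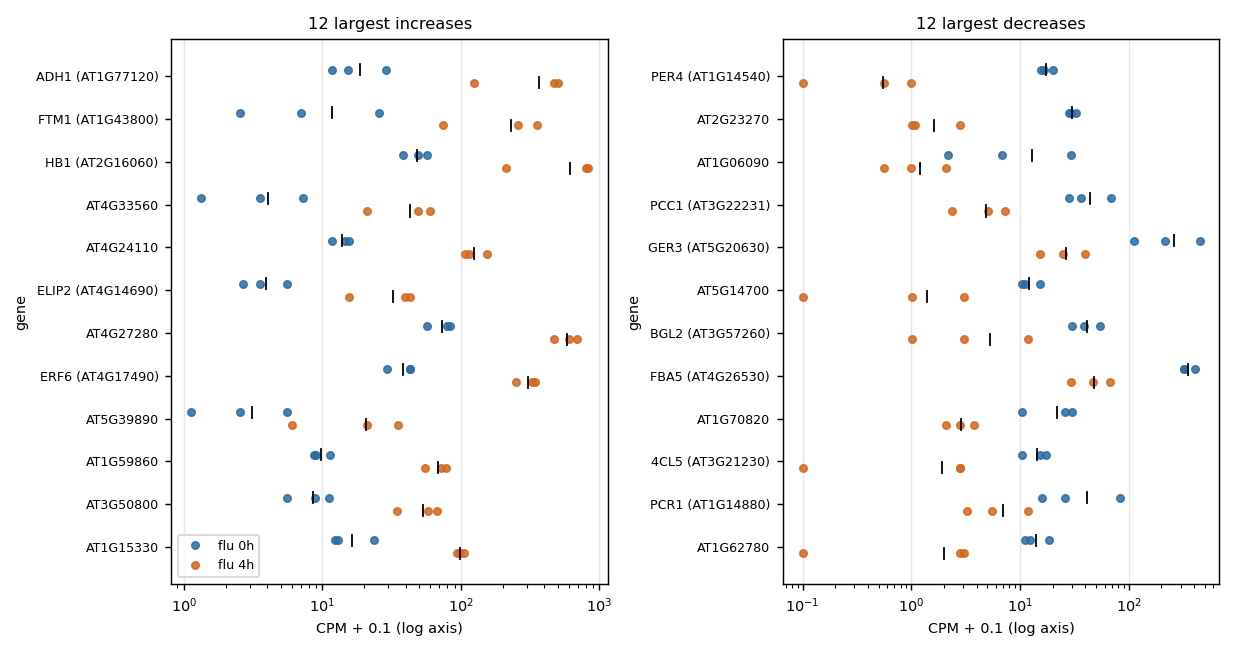
CPM (plus 0.1, log axis) of the 12 genes with the largest increase (left) and the 12 with the largest decrease (right), with 1 point per library, flu 0h in blue, flu 4h in orange, and black bars for group means. They were taken among genes past the test with a mean of at least 20 reads in the higher group and no overlap between groups. ADH1 lies at 18.6 CPM on average after 0 h and 367 CPM after 4 h of darkness.

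Gene lists were fixed before the data were examined, and 14 of the 30 differed from the other genes in camera with a preset correlation, 7 higher and 7 lower after 4 h. With a correlation estimated from these data, camera called 0 lists after adjustment and 4 at an unadjusted p under 0.05, and fry called 13 after adjustment. With the preset correlation, camera also called up to 9 lists when samples were split so that each group mixed 0 h and 4 h libraries. Counts of members are over all genes tested unless said otherwise. Of 11 measured genes that the literature names as singlet oxygen responsive, 8 rose and 2 fell, with the same counts adjusted over the list alone, and the median log2 fold change was 1.54 (camera adjusted p = 1.22e-05, adjusted p = 0.325 with an estimated correlation). The 4 with the smallest p were ERF6, STZ (2.2, SE 0.16), WRKY33 (2.25, SE 0.17) and WRKY40 (2.3, SE 0.19), transcription factors that respond to many stresses. The pair that fell, chosen for naming after their values were seen, were BAP2 (AT2G45760), a negative regulator of cell death, at -2.59 (SE 0.55, edgeR adjusted p = 0.00137) and the AAA-type ATPase gene AT3G28580 at -1.73 (SE 0.43, edgeR adjusted p = 0.00546). Without flu_4h replicate 1 the call of AT3G28580 was lost (edgeR adjusted p = 0.0674).

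The ERF and DREB transcription factors moved with these genes. Of 18 measured, 11 rose and 1 fell, or 12 and 2 adjusted over the list alone, with a median of 1.28 (camera adjusted p = 3.47e-07, adjusted p = 0.263 with an estimated correlation). ERF104 rose by 2.37 (SE 0.16), AT5G51190 by 2.29 (SE 0.18) and ERF5 by 2.38 (SE 0.24). The member that fell, named after its value was seen, was the jasmonate-related factor ORA47, with 49 reads after 0 h and 1 after 4 h, a ratio of 42 with a counting interval of 7.19 to 1690, and its fitted log2 fold change moved from -4.94 to -4.11 without flu_4h replicate 1 and to -6.99 without flu_4h replicate 2. Of 12 stress WRKY factors, 6 rose and none fell, 7 adjusted over the list alone, with a median of 0.61 (camera adjusted p = 0.00325, adjusted p = 0.325 with an estimated correlation). WRKY6, a factor of senescence and phosphate responses, rose by 1.25 (SE 0.20) and WRKY15 by 0.63 (SE 0.16). Of the 6 calls 3 were kept whichever library was left out, and 4 without flu_0h replicate 1 or flu_4h replicate 1. WRKY15 was lost without flu_4h replicate 1 and, named after their values were seen, WRKY48 (1.27) without flu_0h replicate 1 and WRKY53 (0.73) without flu_0h replicate 1 or 2 or flu_4h replicate 1 or 2 (edgeR adjusted p between 0.0557 and 0.178). Of 9 ZAT zinc finger factors, ZAT6 (2.46, SE 0.17), STZ, ZF3 (1.5, SE 0.22) and RHL41 (1.2, SE 0.18) rose, the same 4 adjusted over the list alone, while the median was 0.19 (camera adjusted p = 0.0134, adjusted p = 0.485 with an estimated correlation). STZ, WRKY33, WRKY40 and ERF genes stand in more than 1 of these lists, so the lists are not independent of each other.

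Heat shock genes rose as a group, with 7 of 13 measured members higher and none lower, the same adjusted over the list alone. Their median was 0.91 (camera adjusted p = 1.19e-06, adjusted p = 0.263 with an estimated correlation). The small heat shock protein gene HSP17.6A rose by 2.03 (SE 0.32), the disaggregase gene HSP101 by 1.61 (SE 0.24) and the heat stress transcription factor gene HSFA2 by 2.17 (SE 0.36). Without flu_4h replicate 3 calls were kept for 5 of the 7, those lost being HSFB2A (0.91) and AT-HSFB2B (0.94), named after their values were seen, which were also lost without flu_0h replicate 2 and flu_0h replicate 3 respectively (edgeR adjusted p between 0.0524 and 0.0945). Abscisate, cold and drought genes showed smaller changes, with 3 of 12 higher, namely ABI1 (0.72, SE 0.16), COR47 (0.60, SE 0.13) and LTI78 (0.86, SE 0.20). Adjusted over the list alone 4 were higher and 1 lower, and the median was 0.34 (camera adjusted p = 0.0228, adjusted p = 0.325 with an estimated correlation). That call was lost without flu_0h replicate 2 (camera adjusted p = 0.0825) and without flu_4h replicate 3 (camera adjusted p = 0.0898), after filterByExpr (0.0711) and in fry (0.0581), in a range over the alternatives of 0.00973 to 0.325.

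Genes known to respond to darkness and sugar starvation were higher, with 7 of 13 up and 1 down, the same adjusted over the list alone, and a median of 0.61 (camera adjusted p = 0.0134, adjusted p = 0.458 with an estimated correlation). The asparagine synthetase gene ASN1 rose by 1.82 (SE 0.14), from between 936 and 1163 CPM after 0 h to between 3305 and 4251 CPM after 4 h. AKINBETA1, a subunit of the SnRK1 energy-sensing kinase, rose by 1.01 (SE 0.14), and SEN1 by 1.01 (SE 0.16). Named after their values were seen, BCAT-2 (0.97) lost its call without flu_4h replicate 1, where it moved to 0.64, and TPS9 (0.56) without flu_0h replicate 1 or 3 or flu_4h replicate 1 or 2 (edgeR adjusted p between 0.0544 and 0.176). TPS8, a trehalose phosphate synthase family gene named after its value was seen, had a log2 fold change of -1.74 (SE 0.39), and of -2.90 without flu_4h replicate 1. The list lost its call without flu_4h replicate 1 (camera adjusted p = 0.118) and in fry (0.0513), in a range over the alternatives of 0.00828 to 0.458.

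**Figure D2:**
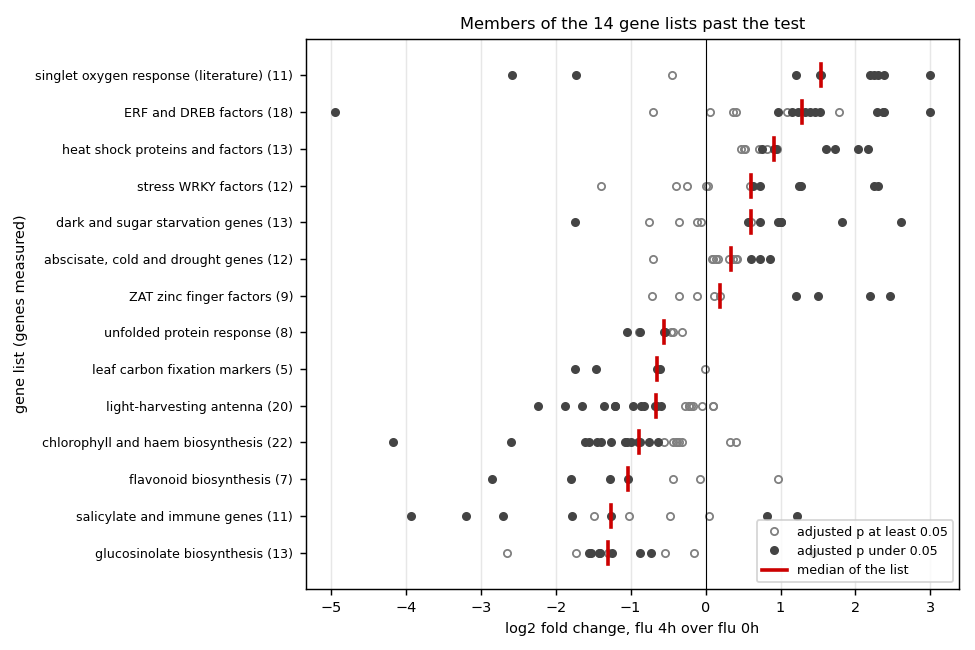
Log2 fold change (flu 4h over flu 0h) of each measured member of the 14 gene lists that passed the camera test with a preset correlation, filled where edgeR's adjusted p is under 0.05 and open otherwise, with the list median in red. Medians run from 1.54 for the singlet oxygen response list to -1.3 for glucosinolate biosynthesis, and some lists hold members on both sides of 0.

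Genes of chlorophyll and haem biosynthesis fell, with 14 of 22 measured members lower and none higher. Adjusted over the list alone 18 were lower and 1, FLU, was higher. The median was -0.89 (camera adjusted p = 8.27e-07, adjusted p = 0.263 with an estimated correlation). Among the protochlorophyllide oxidoreductases, POR C went from 89.7 CPM on average after 0 h to 15.4 CPM after 4 h, and PORB fell by 1.4 on the log2 scale (SE 0.15, edgeR adjusted p = 1.2e-07). GUN5, a subunit of magnesium chelatase, fell by 1.05 (SE 0.16), and LIN2, a coproporphyrinogen oxidase, fell by 1.61 (SE 0.25). Of the 14 calls 10 were kept whichever library was left out. Named after their values were seen, those lost were PPOX (-0.76) and ALB1 (-0.63) without flu_0h replicate 2 or flu_4h replicate 2, HEME1 (-1.55) without flu_0h replicate 3 or flu_4h replicate 1 or 2, and G4 (-1) without flu_0h replicate 1 or 2 or flu_4h replicate 1 or 2 (edgeR adjusted p between 0.0501 and 0.194).

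**Figure D3:**
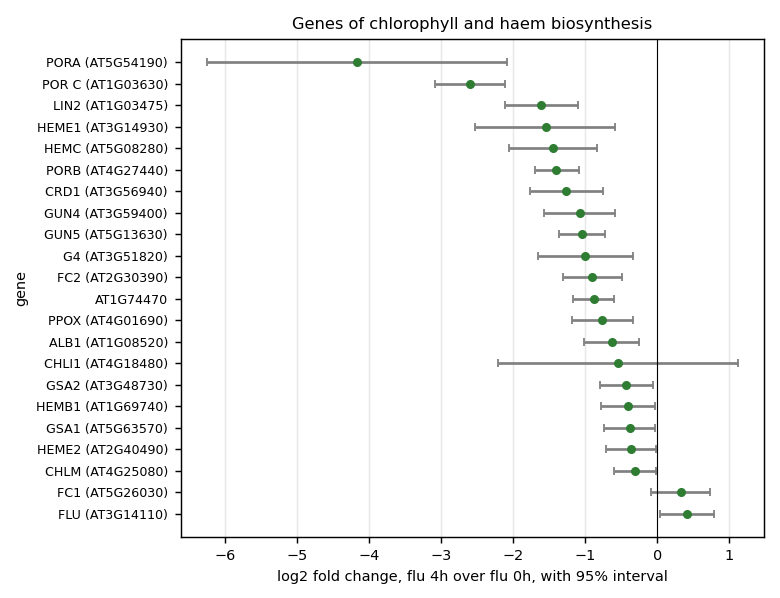
Log2 fold change (flu 4h over flu 0h) of the 22 measured genes of chlorophyll and haem biosynthesis, with 95% intervals from the fitted model, each point being 1 gene over 3 libraries per group. POR C lies at -2.6, PORB at -1.4 and FLU at 0.41, and PORA rests on 28 reads after 0 h and 1 read after 4 h.

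The light-harvesting antenna genes fell, 12 of 20 over all genes tested and 12 adjusted over the list alone, with none higher and a median of -0.66 (camera adjusted p = 1.91e-05, adjusted p = 0.369 with an estimated correlation). Lhca6 fell by 2.24 on the log2 scale (SE 0.24), LHCB2.3 by 1.87 (SE 0.15) and LHCB3 by 1.35 (SE 0.17). Named after their values were seen, CAB3 (-0.65) lost its call without flu_4h replicate 3 and LHCB4.3 (-0.82) without flu_4h replicate 2 or 3 or flu_0h replicate 2, where it moved to -0.43 (edgeR adjusted p between 0.056 and 0.242). Of 5 leaf carbon fixation markers, 4 fell, the same 4 adjusted over the list alone, with a median of -0.65 (camera adjusted p = 0.00585, adjusted p = 0.263 with an estimated correlation). These were the small Rubisco subunit genes RBCS1B (-1.74, SE 0.16), RBCS2B (-1.46, SE 0.14) and RBCS3B (-0.65, SE 0.13) and the Rubisco activase gene RCA (-0.61, SE 0.14). LHCB2 and RBCS copies are near-identical, so values of single copies are uncertain where reads could be split between them.

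Genes of glucosinolate biosynthesis, which makes the defence compounds of the cabbage family, fell in 7 of 13 cases and rose in 1, or 10 and 1 adjusted over the list alone. Their median was -1.3 (camera adjusted p = 0.00319, adjusted p = 0.325 with an estimated correlation). The cytochrome P450 genes CYP79B2 and CYP83A1 fell by 1.42 (SE 0.20) and by 1.55 (SE 0.22), and MAM1, of methionine chain elongation, fell by 1.41 (SE 0.31), with a log2 fold change of -2.02 without flu_4h replicate 2. The member that rose, named after its value was seen, was the regulator MYB51 (1.43, SE 0.33). Of the 8 calls 5 were kept whichever library was left out. Without flu_0h replicate 2, MYB28 moved from -1.25 to -0.73 and SUR1 from -0.73 to -0.37, and both lost their calls, as SUR1 did without flu_4h replicate 2 or 3 and MYB34 (-0.87) without any library but flu_0h replicate 2 (edgeR adjusted p between 0.05 and 0.366). These 3 were named after their values were seen. Of 7 flavonoid genes, 4 fell, the same adjusted over the list alone, with a median of -1.04 (camera adjusted p = 0.0134, adjusted p = 0.325 with an estimated correlation). The chalcone synthase gene TT4 fell by 1.80 (SE 0.18, edgeR adjusted p = 4.76e-08) and the flavonol synthase gene FLS1 by 2.85 (SE 0.61, edgeR adjusted p = 0.00146), the latter having a log2 fold change of -4.2 without flu_4h replicate 1. F3H and TT5 lost their calls in 5 and 6 of the 6 fits that left out 1 library, at edgeR adjusted p between 0.0613 and 0.176; only the fit without flu_0h replicate 2 kept F3H.

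Of 11 salicylate and immune genes, 5 fell and 2 rose, the same adjusted over the list alone, with a median of -1.26 (camera adjusted p = 0.047, adjusted p = 0.325 with an estimated correlation). BGL2, the isochorismate synthase gene EDS16 (-2.70, SE 0.50) and the pathogenesis-related gene PR1 (-1.78, SE 0.36) fell, while the NADPH oxidase gene RBOHD rose by 1.22 (SE 0.20). Named after their values were seen, PR5 (-1.26, SE 0.33) and YLS9 also fell, the latter from 43 reads to 2, a ratio of 18.4 with a counting interval of 4.8 to 157, and PHI-1 rose by 0.82 (SE 0.17). The fitted log2 fold change of YLS9 moved from -3.93 to -3.04 without flu_4h replicate 1 and to -6.8 without flu_4h replicate 2, where EDS16 moved to -3.43 and PR1 to -2.6. PR5 lost its call without flu_0h replicate 1 or flu_4h replicate 1 (edgeR adjusted p between 0.0632 and 0.0739). PR1 moved to -1.17 without flu_4h replicate 1 and was not called by DESeq2 (adjusted p = 0.101, range over the alternatives 2.56e-10 to 0.101). The list lost its call without flu_0h replicate 2 (camera adjusted p = 0.0825), flu_0h replicate 3 (0.0778) or flu_4h replicate 3 (0.128) and after filterByExpr (0.158), in a range over the alternatives of 0.00828 to 0.325.

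Genes of the unfolded protein response fell in 4 of 8 cases, or 6 adjusted over the list alone, with none higher and a median of -0.55 (camera adjusted p = 0.0062, adjusted p = 0.325 with an estimated correlation). Most of the list encodes chaperones and related proteins of the endoplasmic reticulum, and it also holds transcription factors. The co-chaperone gene ATERDJ3B fell by 1.05 (SE 0.25, edgeR adjusted p = 0.00361). The other calls, CNX1 (-0.54), CRT1a (-0.55) and SDF2 (-0.88), were each lost when a single library was left out. The libraries were flu_0h replicate 1 or flu_4h replicate 1 for CNX1, either of these, flu_0h replicate 3 or flu_4h replicate 2 for CRT1a, and flu_0h replicate 3, flu_4h replicate 1 or flu_4h replicate 2 for SDF2, at edgeR adjusted p between 0.0597 and 0.225. SDF2 also moved to -0.54 without flu_0h replicate 3.

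Marker genes of singlet oxygen and of superoxide were chosen by the study for RT-qPCR, so they are not independent evidence of a direction. Of the 3 singlet oxygen markers analysed here, none passed the test over all genes, and 1 was lower adjusted over the list alone. BAP1 (AT3G61190), an inhibitor of cell death, was measured at 41.0, 43.1 and 57.8 CPM after 0 h and at 48.2, 44.2 and 30.6 CPM after 4 h (log2 -0.17, 95% interval -0.62 to 0.29, edgeR adjusted p = 0.666). AT5G64870, a flotillin-like gene, had a log2 fold change of -0.87 (95% interval -1.56 to -0.18, edgeR adjusted p = 0.0782) on 26, 37 and 41 reads after 0 h and 24, 18 and 7 after 4 h. AT5G13200 had 7, 22 and 10 reads after 0 h and 14, 9 and 5 after 4 h, with a log2 fold change of -0.23 (95% interval -1.16 to 0.70, edgeR adjusted p = 0.791). The list did not pass the test (median -0.23, camera adjusted p = 0.43). AT3G01830 was not analysed here.

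Of the superoxide markers, FER1 (AT5G01600), an iron storage protein, rose from 559 ± 113 CPM to 1090 ± 272 CPM (mean ± SD, n = 3), a log2 fold change of 0.96 (SE 0.17, edgeR adjusted p = 0.000283). AT4G21870 had a log2 fold change of 0.37 (95% interval -0.71 to 1.45, edgeR adjusted p = 0.695) on 8, 4 and 13 reads after 0 h and 13, 6 and 9 after 4 h, an interval that leaves a 2-fold rise undecided and excludes a 2-fold fall. FER1 was also the 1 member higher adjusted over the list alone (median 0.66, camera adjusted p = 0.161). MYBL2 and FER4 were not analysed here.

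**Figure D4:**
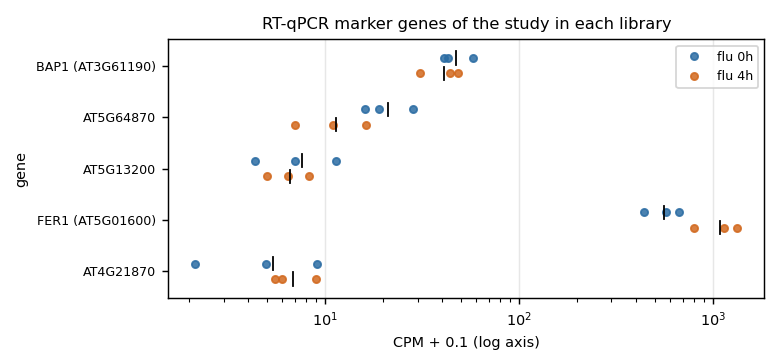
CPM (plus 0.1, log axis) of the 5 RT-qPCR marker genes of the study that were measured, with 1 point per library, flu 0h in blue, flu 4h in orange, and black bars for group means. BAP1, AT5G64870, AT5G13200 and AT4G21870 overlap between the groups, and FER1 lies higher in every 4 h library than in any 0 h library.

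The remaining stress lists did not pass. Of 10 glutathione transferase and detoxification genes, 5 rose and 1 fell, the same adjusted over the list alone, with a median of 0.87 and a mean of 0.25 (camera adjusted p = 0.0677). OPR1 rose by 1.75 (SE 0.18), UGT73B5 by 1.33 (SE 0.21), GSTU7 by 1.2 (SE 0.22) and GSTF8 by 0.79 (SE 0.17). The list passed without flu_0h replicate 2 (camera adjusted p = 0.0393) and after filterByExpr (0.000668), in a range over the alternatives of 0.000668 to 0.373. OPR2 (0.95) and UGT74E2, which fell from 26 reads to 3 (ratio 7.42, counting interval 2.28 to 38.3), were named after their values were seen. Both lost their calls without flu_0h replicate 1, flu_0h replicate 3 or flu_4h replicate 1, and OPR2 also without flu_4h replicate 3 (edgeR adjusted p between 0.065 and 0.121).

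Among mitochondrial stress genes the dicarboxylate carrier gene DIC2 rose by 2.19 (SE 0.17, edgeR adjusted p = 1.01e-09), the only 1 of 7 that passed over all genes, while 1 rose and 2 fell adjusted over the list alone (median -0.46, camera adjusted p = 0.743). Of 11 antioxidant enzymes, the catalase gene CAT2 fell by 1.02 (SE 0.18) and CAT3 rose by 0.44, also adjusted over the list alone (median -0.20, camera adjusted p = 0.43). CAT3 lost its call without flu_0h replicate 1, flu_0h replicate 3, flu_4h replicate 2 or flu_4h replicate 3 (edgeR adjusted p between 0.0811 and 0.193). Of 5 calmodulin-like and touch genes, TCH3 rose by 0.96 (SE 0.14), the only call also over the list alone. The median of that list was 0.26, its mean -0.21 and the test upward (camera adjusted p = 0.415).

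Of 13 jasmonate biosynthesis genes, LOX4 (-1.39, SE 0.26) and AOC2 (-0.88, SE 0.19) fell, or 3 adjusted over the list alone (median -0.41, camera adjusted p = 0.269), with AOC2 uncertain because its copies are similar. Among 11 JAZ repressors and jasmonate response genes, CYP94C1 rose by 0.95 (SE 0.25), the only call also over the list alone (median 0.25, camera adjusted p = 0.482). Without flu_4h replicate 1 it moved to 0.60 (edgeR adjusted p = 0.152, range over the alternatives 0.00113 to 0.152). For the 7 Aux/IAA repressors the calls were IAA7 (0.58), IAA16 (0.49) and AXR3 (-0.70), also over the list alone (median 0.17, camera adjusted p = 0.456). Without flu_0h replicate 1 IAA7 and IAA16 lost their calls, without flu_4h replicate 1 or 2 IAA16 and AXR3 did, and AXR3 also did without flu_0h replicate 2, where it moved to -0.41, or flu_4h replicate 3 (edgeR adjusted p between 0.055 and 0.32). Neither of 2 type-A response regulators passed, over all genes or over the list alone (median 0.33, camera adjusted p = 0.52).

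Of the 4 early light genes measured, ELIP2, ELIP1 (0.96) and HY5 (1.33, SE 0.17), a regulator of light responses, rose and TT4 fell, the same adjusted over the list alone (median 1.15, camera adjusted p = 0.104). ELIP1 lost its call without flu_4h replicate 3 (edgeR adjusted p = 0.0666, range over the alternatives 0.00337 to 0.0666). Of 18 circadian clock genes, 5 rose, or 6 adjusted over the list alone (median 0.09, camera adjusted p = 0.146), although fry passed (adjusted p = 0.0204, range over the alternatives 0.0204 to 0.402). CCA1, a morning-phased clock regulator, rose by 1.49 (SE 0.23) and ELF3 by 0.75 (SE 0.17). COL1 (0.74), PCL1 (0.64) and TOC1 (0.60), the last named after its value was seen, lost their calls without flu_0h replicate 1. COL1 also did without flu_4h replicate 3, PCL1 without flu_4h replicate 2 and TOC1 without any 1 of the other libraries (edgeR adjusted p between 0.0521 and 0.144).

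Among the lists that describe the make-up of the samples, the leaf carbon fixation markers passed, although not with an estimated correlation (camera adjusted p = 0.263), and the others did not. Of 9 root markers, PHT1;1 fell by 1.1 (SE 0.26) and TIP2;3 rose by 0.63 (SE 0.20), also over the list alone (median -0.62, camera adjusted p = 0.648). PHT1;1 was lost without flu_0h replicate 2 (edgeR adjusted p = 0.0501, range over the alternatives 8.4e-05 to 0.0501) and TIP2;3 without flu_0h replicate 1 or flu_4h replicate 1 or 2 (0.0506 to 0.246, and a log2 fold change of 0.41 without flu_4h replicate 2). Of 9 reference genes, UBQ10 rose by 0.77 (SE 0.13) and GAPC2 fell by 0.59 (SE 0.18), also over the list alone (median 0.03, or between -0.05 and 0.03 over the scalings, camera adjusted p = 0.43). GAPC2 was lost without flu_0h replicate 1 or 3 or flu_4h replicate 2 or 3 (edgeR adjusted p between 0.0545 and 0.149). Of 10 genes on the list of cytosolic ribosomal proteins, AT4G25890 (-0.81, SE 0.17) and AT3G44590 (-0.73, SE 0.19) fell, also over the list alone (median -0.18, camera adjusted p = 0.415). That list was drawn by product name and held only 22 genes. Both genes that fell are annotated to the 60S acidic ribosomal protein family, so the list does not stand for cytosolic ribosomal proteins as a class.

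Organelle-encoded genes rose in 3 and fell in 3 of 56 cases, also adjusted over the list alone (median 0.07, or between -0.01 and 0.07 over the scalings, camera adjusted p = 0.289). ATCG00640 rose by 1.51 (SE 0.24) and ATCG00650 by 0.94 (SE 0.17). ATCG00340 (-0.97), ATCG00730 (-2.26) and, named after their values were seen, ATCG00120 (-2.10) and ATMG01390 (0.51) lost their calls in 2, 3, 3 and 4 fits that left out 1 library. The libraries were flu_0h replicate 1 (ATCG00340, ATCG00730 and ATMG01390), flu_0h replicate 2 (ATCG00120 and ATMG01390), flu_4h replicate 1 (ATCG00730), flu_4h replicate 2 (all 4) and flu_4h replicate 3 (ATCG00120 and ATMG01390), at edgeR adjusted p between 0.0545 and 0.252. Without flu_4h replicate 3, ATCG00730 moved to -3.65, and ATCG00120 moved to -1.42 without flu_0h replicate 2 and to -3.12 without flu_4h replicate 1. Reads of mitochondrial genes made up 0.857% to 1.3% of the 0 h libraries and 0.950%, 1.02% and 1.83% of the 4 h libraries, the highest share being that of flu_4h replicate 3, and plastid genes made up 0.622% to 0.812% over the 6 libraries.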

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

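The alternatives with the deposited size factors, the filter on 3 libraries and the kept list members were chosen after the data were seen. In no alternative did a gene called in both fits change direction. The counts that moved by over 1.5 times were the genes lower after 4 h in DESeq2 (543, and 306 at 2-fold) and without flu_4h replicate 2 (569), the 2-fold genes in glmTreat (106, 58 higher and 48 lower), which tests against 2-fold rather than against 0, the genes at least 2-fold changed at an unadjusted p under 0.05 after filterByExpr (801, 528 lower), which tested 7453 genes, and the gene lists called with an estimated correlation (0). The cause of the lower counts in DESeq2 was not tested, though its filtering left 2677 genes without an adjusted p; 1273 of its 1293 calls were shared. Leaving out 1 library gave between 1211 (without flu_0h replicate 1) and 1548 genes, with 610 to 825 higher and 569 to 723 lower, 666 to 745 at 2-fold, 1123 to 1247 at an unadjusted p, and 12 to 14 lists. Other scalings in edgeR shifted the median of all genes by at most 0.08 on the log2 scale. The share of calls that were higher ran over them from 41.4% (upper quartile, 725 higher and 1026 lower) to 51.2% (relative log expression), against 50.6%. In DESeq2, which differs in test and filtering as well, that share was 58%. Thinning to the smallest library left 1493 calls, 1403 of them shared. Of 156 named and low-oxygen genes 118 were called, and 92 of these kept their call in all 6 fits that left out 1 library. The marker genes of the study kept their side of the threshold in the 11 alternatives run on single genes.

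With the replicate number as a block 1979 genes were called, 1742 of them shared, and 14 lists. Deviations of same-numbered libraries from their group means correlated at 0.022, 0.021 and 0.055 over genes, against -0.032 to 0.013 for libraries of unlike number. These values are small, but each library correlated best with its own number, so a weak pairing of same-numbered samples is not excluded. Depth and 3 libraries per group limit what smaller changes could be seen, but how far was not measured. A gene changed 2-fold was recovered in 43.3% of simulated cases. The simulation changed far fewer genes than were called here, so its adjusted threshold was stricter and that share does not carry over.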

Other observations

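The tests of this part were chosen after the results were seen, except that the bounds for the low-oxygen members not looked at before, for amplification copies and for an odd library were written first. Among 85 gene families named by the annotation with at least 10 genes tested, a grouping made after the data were seen, 3 held more lower genes than the rest (Fisher's exact test in 1 direction, Benjamini-Hochberg adjusted over both directions). They were proline-rich extensins of the cell wall (6 of 10 lower, adjusted p = 0.0079), lipid-transfer proteins (10 of 36, adjusted p = 0.0285) and GDSL lipases (7 of 19, adjusted p = 0.0285). AT1G54010, a GDSL lipase gene, fell by 2.00 on the log2 scale (SE 0.21, edgeR adjusted p = 1.51e-07). No extensin remained called without flu_0h replicate 2 (adjusted p = 1), and the extensin result was also lost without flu_4h replicate 1 (0.393), without flu_4h replicate 3 (1) and in DESeq2 (1). The lipid-transfer result was lost without flu_0h replicate 2 (0.107) or flu_4h replicate 1 (0.393), and the GDSL result without flu_0h replicate 2 (0.288), flu_4h replicate 1 (0.969) or flu_4h replicate 2 (0.154), in DESeq2 (0.106) and with upper-quartile scaling (0.0774). Members of these families are similar in sequence, and how reads shared between copies were counted was not tested.

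After ADH1 and HB1 were seen among the largest increases, a list of 44 genes known to rise at low oxygen was written, 9 of whose measured members had been seen. Of 29 measured, 20 rose and none fell, or 21 rose adjusted over the list alone, with a median log2 fold change of 1.38 (camera adjusted p = 6.1e-11, adjusted p = 0.312 with an estimated correlation, fry adjusted p = 0.0198). None of its members is in another list. Named after their values were seen, the cysteine oxidase gene AT5G15120 rose by 1.92, the methionine gamma-lyase gene MGL by 1.59 and LBD41 by 1.38.

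A rise of the low-oxygen genes carried by the members already seen is argued against by the other 20, of which 11 rose with a median of 1.23 (camera p = 2.74e-07, p = 0.0475 with an estimated correlation), and 7 of the 11 kept their call without flu_0h replicate 1, as did 7 without flu_4h replicate 2. A single library is argued against by the 20 calls, of which 14 were kept whichever library was left out. The camera p with a preset correlation was at most 9.45e-10 with any library left out. With an estimated correlation the camera p over all 6 libraries was 0.0569, and no library was left out in that setting. The 4 h libraries were not alike, since ADH1 and HB1 were lowest in flu_4h replicate 3. Without that library the camera p of the list went from 1.97e-12 to 2.58e-18. More root tissue as the source of the whole rise is argued against by the root markers. Their median of -0.62 had an upper 95% bootstrap limit of 0.63, under 1.38. The bootstrap resampled the 9 markers and not the libraries, so that limit does not cover the spread between samples. The root markers went both ways, with TIP2;3 at 0.63 and CASP1 at 0.46. The leaf carbon fixation (median -0.65) and antenna (median -0.66) lists were lower (camera adjusted p = 0.263 and 0.369 with an estimated correlation), as they would be with a larger root share. Such a share would lower leaf genes alike, but only 4 of 5 and 12 of 20 members fell. Named after their values were seen, RBCS1A was at -0.01 (SE 0.13) and CAB1 at 0.10 (SE 0.13). The medians of these lists therefore do not measure a shift in tissue, and a smaller shift is not excluded. A candidate explanation is that oxygen ran low in water during the dark, but darkness, light after darkness and time in water changed together. Low oxygen, an effect of darkness and an effect of the return to light in the mutant therefore cannot be told apart here.

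None of the 3 measured singlet oxygen RT-qPCR markers passed the test over all genes after 4 h of darkness, although many stress transcription factors rose. Adjusted over the list alone, 1 of the 3 was lower. Of the singlet oxygen genes named by the literature 8 rose, while BAP2 (-2.59) and AT3G28580 (-1.73) fell. Too few reads to see a 2-fold rise is argued against by the upper 95% limits of the log2 fold change, which were 0.29 for BAP1, -0.18 for AT5G64870 and 0.70 for AT5G13200, all under 1. The highest value of these genes over 5 scalings was -0.16, but the scalings moved all genes by at most 0.08, so this decides nothing about scaling, which stays open. An exchange of the 0 h and 4 h libraries was tested first on the dark and sugar starvation list, which lost its call without flu_4h replicate 1 (camera p = 0.0731), and then on the antenna genes, which were lower with a camera p of at most 8.69e-05 whichever library was left out (p = 0.185 with an estimated correlation over all 6). What also stays open, untested, is that the darkness was too short for these markers to rise, or that the 0 h seedlings had already raised them. By RT-qPCR the study reports a general increase of its singlet oxygen markers with dark time and light intensity, in *flu* seedlings carrying a luciferase reporter. In low light it reports decreasing marker activity at the longest dark time. The dark times given for that RT-qPCR experiment do not include 4 h. For a *flu* transcriptome at the dark time and light used here, the study reports a singlet oxygen signature. It also reports that genes raised at least 2-fold there overlapped with those raised by cycloheximide and by the photosensitiser Rose Bengal. Those comparisons were not repeated here.

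Of the 1758 calls, 9 (0.512%) rested on 1 library that held at least 80% of the CPM of the higher group. They included AT5G35932, with 46 reads in flu_4h replicate 1 and 0 in the other libraries, and AT4G11040, with 25 reads in flu_0h replicate 1 alone. The deepest library, flu_4h replicate 1, held 55.6% of the 9 (Clopper-Pearson interval 21.2% to 86.3%), over the bound of 50% set beforehand, but the interval, added after the value was seen, includes that bound and leaves an odd library open. Copies made by amplification may add to such calls, since these counts are not collapsed by molecule, and the variance over the mean at 2 to 5 reads exceeded its expected value by 0.49, between the bounds of 0.2 and 0.5 set beforehand, and by 0.58 at 5 to 20 reads, for which no bound was set. That expected value was revised after a first version, which ignored the filter on reads and put the excess above 0.5, so this too stays open.

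The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split, 1 of the 10, gave 1758 genes against at most 1 in any other, 807 against 1 at 2-fold, 1221 against 206 at an unadjusted p, and 14 lists against 9. Every other split mixes 0 h and 4 h libraries within a group, so the difference between them adds to the spread and lowers the counts of genes. Those counts are therefore not what chance alone would give. Camera with a preset correlation nonetheless called 9 lists in 1 mixed split where edgeR called 0 genes, and 6 in another such split. The 14 lists are thus less telling than the counts of genes.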
